A study of Gallus gallus with 6 samples. Its data were reported in "Sox8 remodels the cranial ectoderm to generate the ear" (2022).

How the data were processed

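RNA was sequenced from sorted chick head ectoderm cells in 6 samples, 3 of Sox8OE and 3 of Control, as paired reads of 75 bases. The series description gives 4000 sorted cells per sample. The study's methods give another number of cells, so the input is uncertain. The authors aligned the reads to the chicken genome GalGal6 with the STAR aligner in the default nf-core RNA-seq pipeline. They deposited raw read counts per Ensembl gene, with 1 column for each sample and no normalisation, and the name of the deposited table points to featureCounts as the counter. The annotation release, the strand setting and the handling of reads shared between genes were not stated. Counts of near-identical gene copies and of overlapping or antisense genes are therefore uncertain. The libraries were made from small amounts of RNA by amplification without molecular identifiers, so the counts include copies of the same molecule and the counting error is a lower limit of the real error.

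The count table held 24356 genes, of which 2945 had no count in any sample and 10501 had no name. Among the genes with a name, 370 repeated the name of an earlier gene in the table. Every row named a gene and every column of values was used. Groups and replicate numbers were taken from the sample titles, and columns were matched to samples by their group word and replicate number. Total counts ranged from 26326573 to 46586658 per sample. A group whose libraries all had at most 3 counts at a gene was treated as being at the floor, and a fold change against it was computed as a lower bound. Of the 686 genes called, 44 had all Control libraries and 21 had all Sox8OE libraries at or under that floor.

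Differential expression was tested with DESeq2 1.42.0 in R 4.3.3, as in the study's methods, with default size factors, outlier filter and independent filtering, and group as the only term. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute unshrunken log2 fold change over 1.5. Normalised counts are counts divided by the DESeq2 size factor. An adjusted p was not given for 5379 genes with counts, and these were left out of all numbers of calls. Samples were compared by Pearson correlation and principal components of variance-stabilised counts, with no test.

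Gene lists were tested with limma 3.58.1. Counts of the 14862 genes kept by filterByExpr were scaled by TMM with edgeR 4.0.16 and transformed by voom. The camera test was run with a preset correlation between genes of 0.01, two-sided, and adjusted over 12 lists. The otic, epibranchial, otic module, epibranchial module and progenitor module lists came from other libraries of the study. Lists of neural crest, forebrain, neuron, head mesoderm and vessel, and surface ectoderm markers, of immediate early genes and of interferon response genes were written from general knowledge before the data were examined, but after the study and its table of changed transcription factors had been read. Genes of that table made up 5 of the forebrain, 5 of the head mesoderm and vessel, 4 of the otic module, 4 of the immediate early, 2 of the otic, 2 of the neural crest, 2 of the surface ectoderm and 2 of the interferon response lists, and the lists were also tested without them. The lists overlapped: the otic list shared 10 genes with the neural crest markers and 5 with the otic modules, and the epibranchial list shared 15 with the epibranchial modules and 12 with the surface ectoderm markers. Genes were matched by identifier, then by name, then by synonyms in a RefSeq gene table of assembly GRCg7b. Where a name occurred more than once, the gene with the most counts was used. Since that assembly is not the one used for alignment, no coordinates were taken from it, and genomic positions are not reported here. No list had a median that changed when genes at the floor were set to their bounds.

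The genes named were fixed by rule before the data were examined: the circuit genes, then the 6 higher and 6 lower genes with the smallest adjusted p among named genes past both thresholds whose Sox8OE values all lay on 1 side of all Control values, then at most 3 genes with the smallest p in each list past its threshold. Within a list, only genes that moved in the direction of the list could be chosen. Of the circuit genes fixed by the rule, 6 are given, and the adjustment over the list alone was made over these. The remaining gene is not reported here.

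The alternatives chosen before the data were examined were the edgeR quasi-likelihood test, limma voom, TMM factors or total counts in DESeq2, a filter of at least 10 counts in at least 3 samples, apeglm 1.24.0 fold changes, a test against a log2 fold change of 1.5, a fold change threshold of 1 or none, no outlier filter, independent filtering at 0.05 in place of 0.1, a block for replicate number, and leaving out each sample in turn. For lists they were fry, camera with an estimated correlation, all genes with at least 1 count, lists without the study's transcription factors or without SOX8, total counts, the block, and leaving out each sample. Alternatives chosen after seeing the data were cyclic loess normalisation and sample quality weights in limma voom, 1 surrogate variable from sva 3.50.0 in DESeq2, and 2 other ways to compare samples. The procedures were tested on simulated data, in which counts were drawn for the real genes and 200 genes were changed. DESeq2 recovered 167 of the 200 (83.5%) among 16675 genes tested and made 58 false calls, which were 25.8% of its calls. The edgeR test recovered 146 (73%) among 14569 genes tested and made 11 false calls, 7.01% of its calls. The simulated samples had no structure beyond group.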

Results

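Gene expression was measured by RNA sequencing in sorted cells of the chick head ectoderm. Embryos were electroporated at head fold stages and cultured for 16 to 24 hours at 38 °C, and the endogenous otic placode was removed before sorting. In the Sox8OE group the cells carried a Sox8 construct that also made the red fluorescent protein mCherry, together with Lmx1aE1-EGFP, a reporter in which an enhancer near the otic gene LMX1A drives green fluorescent protein. In the Control group the cells carried constitutive mCherry and EGFP plasmids. Cells positive for both colours were collected, so the groups differed in the Sox8 construct and also in the way green cells were chosen: Sox8OE cells had an active otic enhancer, whereas Control cells had not been selected for enhancer activity. Each group had 3 samples. The total counts assigned to genes were 35377763, 46586658 and 38343404 in Control replicates 1, 2 and 3, and 43288221, 28650234 and 26326573 in Sox8OE replicates 1, 2 and 3. Between 14085 and 15161 genes had at least 10 counts in a sample. Every pair of replicates differed by more than counting noise, with a chi-square per gene of at least 25.2, so no library appeared to be deposited more than once. The samples were counted as separate because the labels number them as replicates.

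The similarity of the samples was examined first. The variance-stabilised counts of the Control samples correlated with each other at Pearson r between 0.983 and 0.989 across genes, which are not independent replicates. Sox8OE replicates 2 and 3 correlated with each other at 0.982. Sox8OE replicate 1 correlated with the Control samples at 0.981 to 0.984, above its correlation with Sox8OE replicate 2 (0.944) and Sox8OE replicate 3 (0.959). On the first principal component of the 500 most variable genes, which held 86.9% of their variance, Sox8OE replicate 1 lay at -8.91, close to Control replicate 2 at -12.2, while Sox8OE replicates 2 and 3 lay at 39.7 and 28.7. The second component held 8.71% of the variance and set Sox8OE replicate 1, at 17, apart from all other samples. Sox8OE replicates 2 and 3 also had the 2 smallest totals, and genes for ribosomal proteins took 10.7% and 8.25% of their counts, against 5.28% in Sox8OE replicate 1 and 5.66% ± 1.04 (SD, n = 3) in Control. The labels name no batch. These 2 samples belong to 1 group, so no comparison between groups could be made within them, and the other 4 samples hold a single Sox8OE sample. A surrogate variable estimated from the counts, chosen after seeing the data, took values of 0.67 and 0.46 in these 2 samples, -0.35 in Sox8OE replicate 1 and -0.39 to -0.18 in Control. Fitted beside the group, it left 282 genes past the thresholds used below, 145 higher and 137 lower in Sox8OE.

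**Figure D1:**
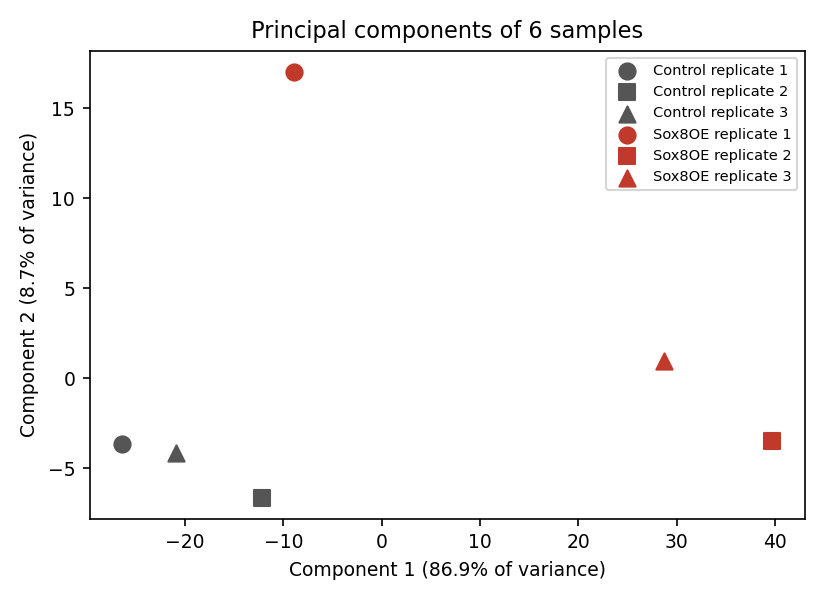
Principal components of the variance-stabilised counts of the 500 most variable genes, with component 1 on the x axis and component 2 on the y axis (both without units), grey for Control and red for Sox8OE and a marker shape for each replicate number. Sox8OE replicate 1 sits at -8.91 on component 1, near the Control samples, and at 17 on component 2, away from the other 5 samples.

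To ask which transcripts changed after Sox8 misexpression, Sox8OE was compared with Control across all genes. DESeq2 gave an adjusted p-value for 16032 genes. Of these, 686 passed both thresholds, an adjusted p under 0.05 and an absolute log2 fold change over 1.5: 532 genes were higher and 154 were lower in Sox8OE. Over all genes tested, 3074 (19.2%) had all Sox8OE values on 1 side of all Control values, whereas chance gives 10% on average for 3 samples against 3. Genes vary together, so a single grouping can lie far from 10% by chance and the difference is no test. Of the 686 genes called, 558 had all Sox8OE values on 1 side of Control, which the test itself favours. The number of genes depended strongly on the test. The edgeR quasi-likelihood test with the same thresholds called 41 genes, 33 higher and 8 lower, and all 41 were also called by DESeq2. It also depended on single samples: without Sox8OE replicate 1 DESeq2 called 3050 genes, 1557 higher and 1493 lower, and without each of the other samples in turn it called 248 to 653 genes. Within the 532 genes called higher, Sox8OE replicate 1 lay above every Control sample at 408 (76.7%), and within the 154 called lower it lay below every Control sample at 98.7%. These genes were called with Sox8OE replicate 1 in the fit, which favours such high shares. Among genes called without it, the shares were 38.1% for higher and 32.5% for lower genes. A simulated unchanged sample gave 29.5% and 30.7%. Of the 686 genes, 198 had no name in the count table.

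**Figure D2:**
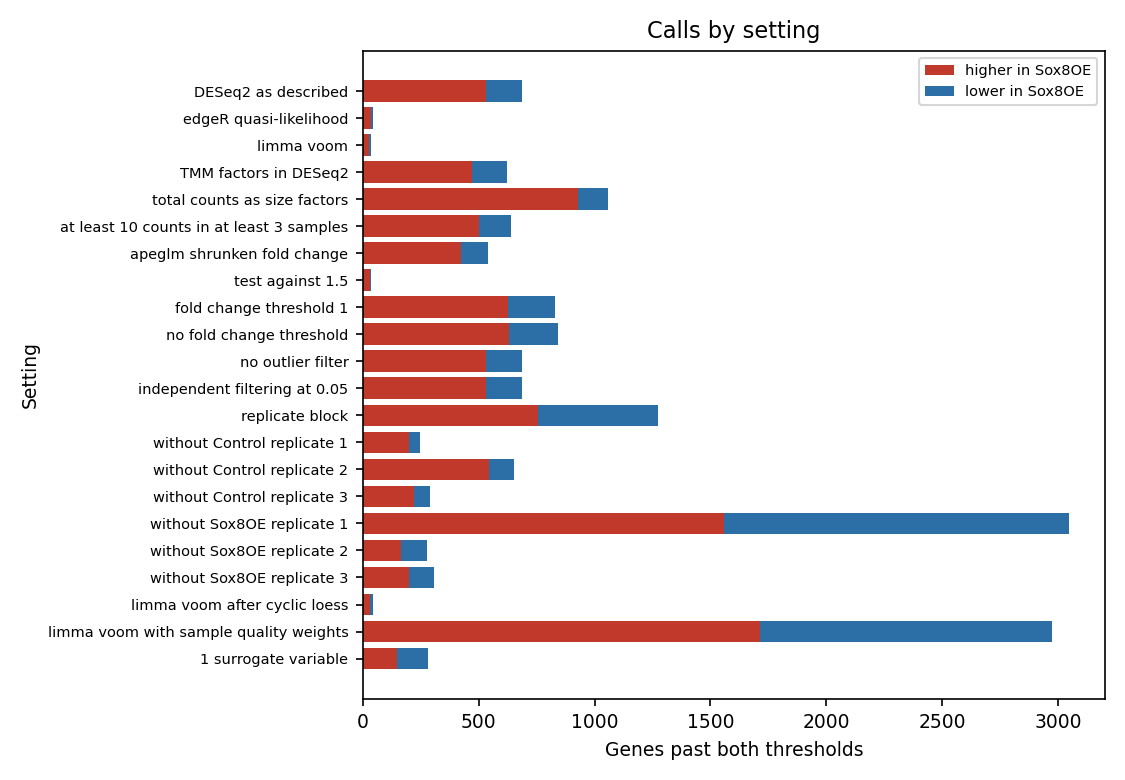
Number of genes past both thresholds (x axis) under each setting of the analysis (y axis), stacked as genes higher (red) and lower (blue) in Sox8OE, with no error bars because each bar is a single count. The number runs from 33 genes with limma voom to 3050 genes without Sox8OE replicate 1, against 686 with DESeq2 as described.

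SOX8 (ENSGALG00000005263), the gene carried by the construct, was examined as a check of the labels. Its raw counts were 773, 2147 and 1049 in Control replicates 1, 2 and 3, and 9931, 8999 and 8500 in Sox8OE replicates 1, 2 and 3. The normalised count was 1169 ± 450.2 (SD, n = 3) in Control and 9194 ± 669 (SD, n = 3) in Sox8OE. The log2 fold change was 2.97 ± 0.36 (SE), with a DESeq2 adjusted p of 4.0e-13, and all 3 Sox8OE samples lay above all 3 Control samples. Counts per gene cannot separate transcripts of the construct from those of the endogenous gene.

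The next question was whether the genes of the proposed otic circuit and the otic genes placed after it changed. LMX1A (ENSGALG00000003424) rose from 72.1 ± 26.9 (SD, n = 3) to 1040.1 ± 560 (SD, n = 3) normalised counts, a log2 fold change of 3.85 ± 0.52 (SE) with a DESeq2 adjusted p of 1.5e-10. Its level in Sox8OE replicate 1, 457 normalised counts, was below the 1573 and 1091 of Sox8OE replicates 2 and 3. The enhancer used to sort Sox8OE cells lies near LMX1A, so the sort may contribute to this rise. SOHO-1 (ENSGALG00000015599) rose from 612 ± 316 (SD, n = 3) to 9341 ± 760 (SD, n = 3) normalised counts, a log2 fold change of 3.93 ± 0.42 (SE) with a DESeq2 adjusted p of 2.3e-17. SOX10 (ENSGALG00000012290) was higher in all 3 Sox8OE samples than in any Control sample, with a log2 fold change of 1.02 ± 0.32 (SE) and a DESeq2 adjusted p of 0.032, which is below the fold change threshold. PAX2 (ENSGALG00000005689) had a log2 fold change of 0.73 ± 0.40 (SE) and a DESeq2 adjusted p of 0.27. Its level in Sox8OE replicate 1, 2544 normalised counts, lay below the highest Control sample. ZBTB16 (ENSGALG00000038540) had a log2 fold change of -0.32 ± 0.35 (SE) and a DESeq2 adjusted p of 0.59. Thus 3 of the 6 genes reported here passed both thresholds, namely SOX8, LMX1A and SOHO-1. An adjusted p under 0.05 was reached by 4 genes over all genes tested and by the same number adjusted over the list alone. Over all genes tested, the fourth gene, SOX10, lost an adjusted p under 0.05 with the edgeR test (0.19) and after cyclic loess. It also lost it in 5 of the 6 DESeq2 fits that each left out 1 sample, where its adjusted p ranged from 1.2e-05 (without Sox8OE replicate 1) to 0.33. Adjusted over the list alone, its edgeR p was 0.0088. The edgeR test called the same 3 genes. The differences in PAX2 and ZBTB16 did not exceed the spread between replicates in either test. For PAX2 this depended on Sox8OE replicate 1, without which the log2 fold change was 0.94 and the DESeq2 adjusted p 0.0045, whereas the other 5 fits that each left out 1 sample gave 0.24 to 0.74. With all samples and sample quality weights, PAX2 had a log2 fold change of 0.95 and a limma voom adjusted p of 0.0025. With 1 surrogate variable it had 0.14 and a DESeq2 adjusted p of 0.96.

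**Figure D3:**
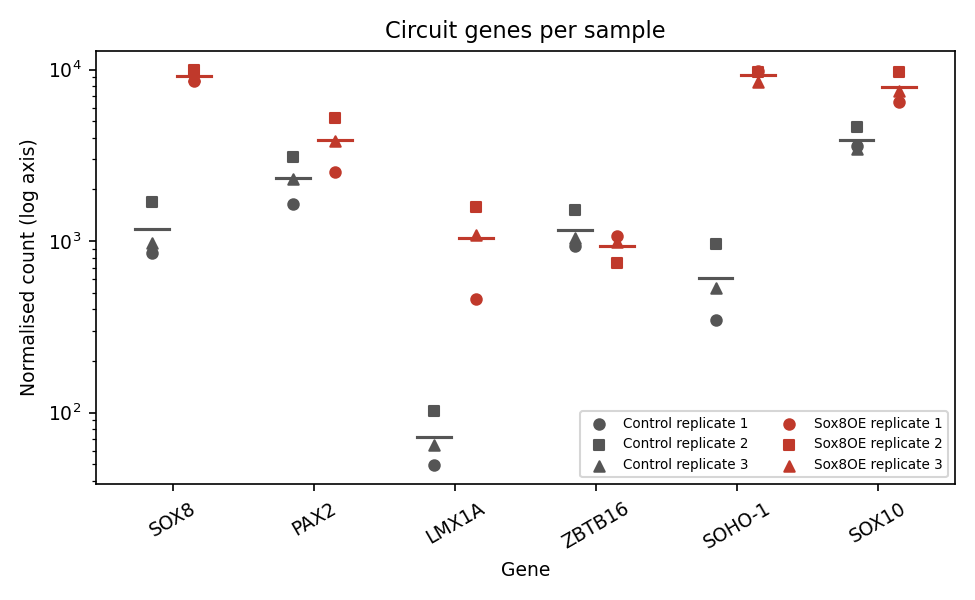
Normalised counts (y axis, log scale) of the 6 circuit genes reported (x axis) in each sample, grey for Control and red for Sox8OE, with a marker shape for each replicate number and a bar at the mean of each group of 3. SOX8, LMX1A and SOHO-1 are separated between the groups, whereas Sox8OE replicate 1 lies among the Control samples at PAX2 and ZBTB16.

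Among the other genes with the smallest adjusted p, the strongest statistical evidence for a rise was at BCAS1 (ENSGALG00000007796), which went from 12.1 ± 13.3 to 1612 ± 376 normalised counts (SD, n = 3 each), a log2 fold change of 7.02 ± 0.63 (SE) with a DESeq2 adjusted p of 1.1e-24. PMP2 (ENSGALG00000032453) had no count in any Control sample and 2483 ± 1216.8 normalised counts in Sox8OE (SD, n = 3). Against the 3 counts that a count of 0 allows, it was at least 883-fold higher, and its DESeq2 adjusted p was 1.3e-23. PSCA (ENSGALG00000045875) and AGR3 (ENSGALG00000019651) had log2 fold changes of 4.77 ± 0.49 (SE) and 4.47 ± 0.51 (SE). CRABP-I (ENSGALG00000003193) was abundant in both groups and rose from 4279 ± 36.2 to 26315 ± 2797 normalised counts (SD, n = 3 each), a log2 fold change of 2.62 ± 0.27 (SE). SOHO-1, described above, completed the set. At BCAS1, PMP2, PSCA and AGR3, Sox8OE replicate 1 had the highest value of all samples.

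Of the genes that fell, NKX2-1 (ENSGALG00000037632) went from 1310.2 ± 59.2 to 45.4 ± 36.4 normalised counts (SD, n = 3 each), a log2 fold change of -4.86 ± 0.55 (SE) with a DESeq2 adjusted p of 2.3e-15. LHX9 (ENSGALG00000002223) went from 1593 ± 313 to 225 ± 53.4 (SD, n = 3 each), with a log2 fold change of -2.83 ± 0.36 (SE). ALX1 (ENSGALG00000027213), FST (ENSGALG00000014908) and SLC39A12 (ENSGALG00000008602) had log2 fold changes of -4.44 ± 0.64, -2.56 ± 0.38 and -2.81 ± 0.44 (SE). TWIST1 (ENSGALG00000041640) went from 175 ± 57.0 to 16.2 ± 2.45 normalised counts (SD, n = 3 each), a log2 fold change of -3.44 ± 0.53 (SE). With the edgeR test TWIST1 kept its direction but no longer passed the threshold of adjusted p, whereas the other 5 falling genes did.

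Lists of genes were then compared between the groups, to ask whether Sox8OE cells moved toward otic, epibranchial or other profiles. Only Sox8OE cells were sorted for activity of an otic enhancer, so these tests cannot separate an effect of Sox8 from one of the sort. Of 12 lists, 5 passed an adjusted p of 0.05 with limma camera at a preset correlation between genes. Only the otic modules and the surface ectoderm markers also passed with fry, and with an estimated correlation no list passed, with 1 at an unadjusted p under 0.05. The study's otic modules, genes expressed together in single otic cells, had a median log2 fold change of 1.52 over 35 genes. Of these, 27 were higher and 8 lower, and the camera adjusted p was 3.1e-10. The list's median difference from the Control mean was 1.28, 1.35 and 1.32 in Sox8OE replicates 1, 2 and 3, against -0.048 to 0.037 in Control. Past both DESeq2 thresholds were 15 of its genes over all genes tested, all of them higher, and 16 adjusted over the list alone. Those with the smallest p were CRABP-I, SOHO-1 and SOX8.

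The study's otic list, genes higher in cells with Lmx1aE1 activity than in cells with the epibranchial enhancer Sox3U3 in other libraries, had a median log2 fold change of 0.48 over 94 genes, with 61 higher and 33 lower and a camera adjusted p of 0.013. The same enhancer was used to sort the Sox8OE cells, so the sort alone could raise this list. The list medians of the samples overlapped between groups: Sox8OE replicate 1 (0.22) lay below Control replicate 2 (0.28). Both DESeq2 thresholds were passed upward by 14 of its genes and downward by 3 over all genes tested, and by 24 adjusted over the list alone. Besides SOX8, the genes with the smallest p among those that rose were COL9A3 (ENSGALG00000005628), with a log2 fold change of 3.03 ± 0.40 (SE) and a DESeq2 adjusted p of 1.9e-11, and AvBD5 (ENSGALG00000042193), with 2.33 ± 0.35 (SE) and 2.2e-08. The epibranchial list, the genes of the opposite direction in that comparison, had 141 genes higher and 141 lower, and the camera adjusted p was 0.65. Its sample medians went both ways within Sox8OE: 0.35 in Sox8OE replicate 1, and -0.21 and -0.066 in Sox8OE replicates 2 and 3, against 0.015 to 0.050 in Control. Of its genes, 12 were called higher and 4 lower over all genes tested, and 18 were called adjusted over the list alone. The epibranchial modules had a median of -0.39, with 9 genes higher and 25 lower and a camera adjusted p of 0.0498, which was lost under most alternatives. The fall was present in Sox8OE replicates 2 and 3 (both -0.46) and not in Sox8OE replicate 1 (-0.0096). None of its genes passed both DESeq2 thresholds over all genes tested or adjusted over the list alone. WNT11 (ENSGALG00000000839), with the smallest p among them, had a log2 fold change of -1.34 ± 0.42 (SE) and a DESeq2 adjusted p of 0.035, and passed both thresholds only without Sox8OE replicate 1 (-1.77) or with sample quality weights (-1.57). MMP2 (ENSGALG00000003580), also among its 3 genes with the smallest p, had -1.42 ± 0.60 (SE) and a DESeq2 adjusted p of 0.14. Like WNT11, MMP2 passed without Sox8OE replicate 1 (-2.60) and with sample quality weights (-2.52). The modules of the common otic and epibranchial progenitors had a median of 0.19 and a camera adjusted p of 0.31.

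Among the marker lists, surface ectoderm markers were higher, with a median log2 fold change of 1.01 over 20 genes, 18 higher and 2 lower, and a camera adjusted p of 2.2e-05. All Sox8OE samples, at 0.81, 1.21 and 0.90, lay above the highest Control sample at 0.35. Of its genes, 12 are also in the epibranchial list, and 5 were called higher over all genes tested and as many adjusted over the list alone. Its rising genes with the smallest p, DLX3, KRT18 and DLX6, had log2 fold changes of 3.23 ± 0.75, 2.13 ± 0.51 and 1.84 ± 0.52 (SE). None of the 3 passed with the edgeR test, and of the 6 fits that each left out 1 sample, DLX6 also lost its call in 4 and KRT18 in 2. Forebrain markers were lower, with a median of -1.40 over 20 genes, 6 higher and 14 lower, and a camera adjusted p of 0.0040. That result rested on Sox8OE replicate 1: the list's medians were -1.5 there, -0.060 in Sox8OE replicate 2 and -0.52 in Sox8OE replicate 3, and without Sox8OE replicate 1 the median was -0.44 and the list did not pass. Without 5 genes that the study had listed as changed in these same libraries, the median was -0.093 and the list did not pass. Those genes were left out because of their change, so this smaller median cannot show how far the result rested on them. DESeq2 called 6 of the list's genes lower over all genes tested, and 7 of its genes adjusted over the list alone. Its falling genes with the smallest p were NKX2-1 and LHX9, given above, and DBX1 (ENSGALG00000003965), with a log2 fold change of -2.79 ± 0.44 (SE) and a DESeq2 adjusted p of 1.1e-07. These 3 genes kept their call in each fit that left out 1 sample.

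The other lists did not pass the threshold. Neural crest markers had a median of 0.33, with 11 genes higher and 8 lower and a camera adjusted p of 0.65, and 3 of them were called higher and 3 lower by DESeq2. Neuron markers had a median of -0.18, with 7 genes higher and 10 lower and a camera adjusted p of 0.39. Head mesoderm and vessel markers had a median of -0.077, with 10 genes higher and 10 lower and a camera adjusted p of 0.11, and DESeq2 called 7 of them lower and none higher. Their sample medians were -1.21, 0.53 and 0.13 in Sox8OE replicates 1, 2 and 3, and without Sox8OE replicate 1 the median was 0.41. The list passed, as lower, in 3 alternatives: without Control replicate 1, without Sox8OE replicate 2 and after cyclic loess. Immediate early genes had a median of 0.28 and a camera adjusted p of 0.11. Their sample medians in Sox8OE (0.24, 0.51 and 0.50) all lay above the highest Control sample (0.15), and 4 of the genes were called higher and none lower. The list passed after cyclic loess only, and without the 4 genes of the study's table its median was 0.080. Interferon response genes had a median of 0.32 and a camera adjusted p of 0.19.

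**Figure D4:**
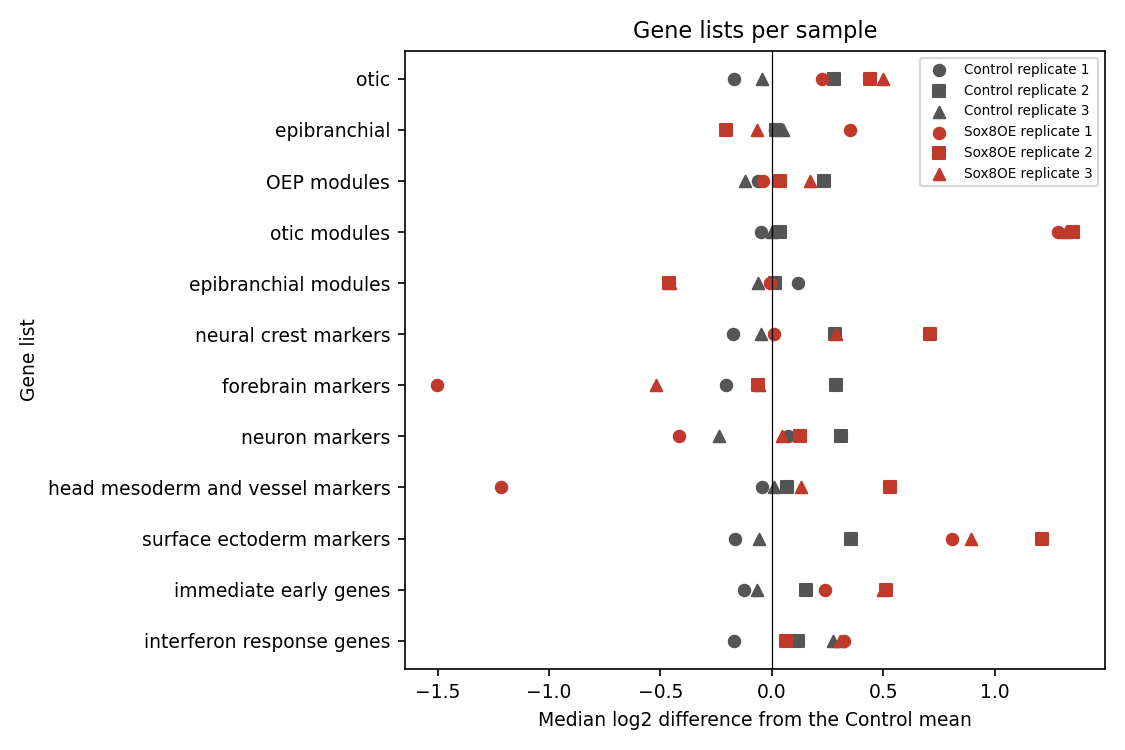
Median log2 difference from the Control mean (x axis) of the genes of each of the 12 lists (y axis) in each sample, grey for Control and red for Sox8OE with a marker shape for each replicate number. The otic modules lie at 1.28 to 1.35 in all 3 Sox8OE samples, whereas the forebrain markers range from -1.5 to -0.060 and the head mesoderm and vessel markers from -1.21 to 0.53 across them.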

Values the study reported

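For Sox8-overexpressing cells against control cells, the study reported 399 transcripts higher and 112 lower, at a log2 fold change above 1.5 and an adjusted p below 0.05. It counted 27 transcription factors among those that rose. It described all but 10 of them as known from the inner ear, and had no expression data for those 10. For cells with Lmx1aE1 activity against cells with Sox3U3 activity, it reported 103 genes higher in the former and 319 in the latter. Of 110 transcription factors enriched in otic cells, it reported 98 as higher after Sox8 misexpression.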

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

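The number of genes past both thresholds was the result most open to the processing. Against 686 genes (532 higher, 154 lower) with DESeq2, the edgeR quasi-likelihood test gave 41 (33 higher, 8 lower), limma voom gave 33 (27 higher, 6 lower), and the DESeq2 test against a log2 fold change of 1.5 gave 35 (30 higher, 5 lower). All genes called under these 3 settings were among the 686. With total counts as size factors, 1056 genes were called, 926 higher and 130 lower. This scaling moved the median log2 fold change of genes with a mean of at least 10 counts from 0.061 to 0.27, and the share of calls that were higher from 77.6% to 87.7%, so changes under it are to be read against that shift. The other planned settings that kept all samples and the design, which were TMM factors, the count filter, apeglm, the lower or absent fold change threshold, no outlier filter and the other independent filtering, gave between 540 and 840 genes. Among settings chosen after seeing the data, cyclic loess in limma voom gave 42 genes (30 higher, 12 lower), sample quality weights gave 2974 (1712 higher, 1262 lower), and 1 surrogate variable gave 282 (145 higher, 137 lower), of which 185 were among the 686. In no setting was any of the 686 genes called in the opposite direction. The cause of the differences between tests was not tested, but on simulated counts without sample structure DESeq2 made more false calls than edgeR, 58 against 11.

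Across the 6 fits that each left out 1 sample, from 248 to 3050 genes were called, from 165 to 1557 higher and from 51 to 1493 lower. The highest of each came without Sox8OE replicate 1, and the other 5 fits gave 653 genes at most. Without Sox8OE replicate 1, 669 of the 686 genes were called again. In all 6 fits 153 genes kept their call, 112 higher and 41 lower, and the 41 genes called by edgeR were all among these 153.

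The replicate block gave 1274 genes, 755 higher and 519 lower. The numbers were not taken to pair the samples: deviations from the group means correlated at 0.27, 0.27 and 0.068 across genes between samples numbered 1, 2 and 3, and the last is under 0.1. The block called the same 3 circuit genes, raised MMP2 past both thresholds with a log2 fold change of -1.82, and changed no other call of a named gene by both thresholds together. In the list tests it changed no call.

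SOX8 kept its call in all 14 alternatives run on named genes. Its log2 fold change ran from 2.82 to 3.33 with all samples and from 2.79 to 3.32 when a sample was left out. The same 3 circuit genes passed in each of these 14, LMX1A with an adjusted p of 0.048 in limma voom after cyclic loess. Limma voom without cyclic loess or quality weights and the DESeq2 test against the fold change threshold called the fewest genes. Neither was run on named genes, nor was the count filter, so whether the calls hold under them is not known. Over the 25 named genes besides SOX8, 26 of 350 comparisons changed: 21 weaker and 5 stronger. Most of the weaker ones were at DLX6, KRT18 and DLX3.

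The number of lists past the threshold fell from 5 to 2 with fry, to 0 with camera at an estimated correlation, where 1 list had an unadjusted p under 0.05, and to 3 without the study's transcription factors. It ranged from 4 to 5 when a sample was left out. The otic list, at a median of 0.48, did not pass with fry or an estimated correlation, nor after cyclic loess (0.27). The otic modules, at 1.52, failed only with an estimated correlation. The epibranchial modules, at -0.39, did not pass with fry, an estimated correlation, without the study's transcription factors, after cyclic loess or with total counts (-0.21), and also not in 4 of the 6 fits that left out a sample, whose medians ranged from -0.56 to -0.33 over all 6. They hold none of those transcription factors, so in that setting only the adjustment over lists changed. The epibranchial list, at -0.00013, reversed to 0.017 with all genes of at least 1 count, 0.15 with total counts and 0.042 with the replicate block, and ranged from -0.23 to 0.17 when a sample was left out, never passing the threshold. Head mesoderm and vessel markers, at -0.077, reversed to 0.44 without the study's transcription factors, 0.036 with total counts and 0.19 with the replicate block, and ranged from -0.48 to 0.41 when a sample was left out. They passed the threshold, as lower, without Control replicate 1, without Sox8OE replicate 2 and after cyclic loess (-0.23). Immediate early genes passed after cyclic loess (0.34). Neuron markers ranged from -0.33 to 0.0067 when a sample was left out. Over the 7 marker lists, 15 of 98 comparisons changed: 5 weaker, 4 stronger and 6 reversed. Forebrain markers went from -1.40 to -0.093 and lost the threshold without the 5 genes of the study's table.

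The correlation of Sox8OE replicate 1 with the Control samples exceeded its correlation with the other Sox8OE samples by 0.031, by 0.024 on TMM-scaled log2 counts and by 0.057 over the genes kept by filterByExpr. The causes of these changes were not tested, except where the alternative's construction shows them. Depth limits genes at the floor, where a fold change is a lower bound.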

Other observations

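The tests of the place of Sox8OE replicate 1 against failed overexpression, admixed cells and sample quality, and the test of glial genes, were chosen only after the result was seen.

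The groups were compared with the other ways of dividing the 6 samples into 3 and 3. Of the 10 splits, the real one included, 2 gave as many genes past both DESeq2 thresholds, 2 gave as many in the larger direction, and 2 gave as many in the smaller direction. The other split set Control replicate 2 with Sox8OE replicates 2 and 3 against the remaining samples and gave 790 genes, 627 in one direction and 163 in the other, more than the 686 of the real groups. With the edgeR test, 1 of the 10 splits, the real one, reached 41 genes. The other 9 gave 0 genes. At an unadjusted edgeR p under 0.05 they had 54 to 3661 genes, against 2438 for the real groups. The 3661 came from the split with Control replicate 2 beside Sox8OE replicates 2 and 3, so on this measure it exceeded the real groups too. For the gene lists, 1 of the 10 splits, the real one, gave 5 lists past the threshold, and the others gave from 0 to 4. With 10 splits the share cannot fall below 0.1, so these numbers cannot exclude chance. They do show that the DESeq2 number of genes, taken alone, is reached by a second grouping, which keeps Sox8OE replicates 2 and 3 together against 2 of the Control samples and so is related to the real one, whereas the edgeR calls are not.

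Sox8OE replicate 1 lay near the Control samples over most genes, although SOX8, SOHO-1 and LMX1A separated it from them. Placed on component 1 with 0 at the Control mean and 1 at the mean of Sox8OE replicates 2 and 3, it stood at 0.20 on variance-stabilised counts, and the highest Control sample at 0.14. On TMM-scaled log2 counts, where it was clearer of Control, it stood at 0.402, with the highest Control sample at 0.18. Among 1557 genes called higher without this sample, it lay above every Control sample at 38.1% and below every Control sample at 14.7%. A simulated unchanged sample set against the same kind of Control libraries gave 29.5% and 19.2%. Among 1493 called lower, it lay below every Control sample at 32.5% and above every Control sample at 11.1%, against 30.7% and 17.1% in the simulation. The size of the change differed between genes. Over 96 genes with a log2 fold change under -3 without this sample, it reached a median fraction of 0.39 of the change of the others, with quartiles of 0.076 and 0.72, and over 126 genes above 3 it reached 0.11, with quartiles of 0.0093 and 0.38. The contrast of Sox8OE replicates 2 and 3 with replicate 1 depended on gene level: its median was 0.71 on the log2 scale for genes with a mean under 50 counts and -0.72 for genes over 5000, while Sox8OE replicate 1 differed from Control by -0.19 and -0.023 in the same classes.

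Several explanations for this place are argued against by the tables. A mislabelled sample or failed overexpression would leave the induced genes at Control level, but SOX8, SOHO-1 and LMX1A were at least 4.48 times the highest Control sample in Sox8OE replicate 1. The smaller totals of Sox8OE replicates 2 and 3 would not account for it, since with all samples thinned to 26326573 counts its place was 0.208. The most abundant genes would not either, since its place was 0.214 without the 100 most abundant genes, which held 24.4% to 28.9% of the counts. Control-like cells mixed into the sample would dilute all genes by 1 fraction. Over 22 otic module genes with a change of at least 1 on the log2 scale, the median fraction of the change reached was 0.745, with quartiles of 0.36 and 1.06. Over 4848 genes chosen in the same way from all genes it was 0.062, with quartiles of -0.090 and 0.26. A trend with abundance, removed by cyclic loess, left its place at 0.426, against 0.402 before on the same scale, so such a trend is not the whole cause. The highest Control sample moved from 0.18 to 0.089, so Sox8OE replicate 1 stood further clear of Control after this step.

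Some explanations stay open. A difference in RNA or library quality that does not involve Sox8 may contribute. The contrast correlated across genes with the contrast of Control replicate 1 against the other Control samples at Pearson r -0.151 and Spearman rho -0.24. With that of Control replicate 2 it correlated at 0.069 and 0.19, and with that of Control replicate 3 at 0.098 and 0.029. These values neither require nor exclude a quality difference present in 2 samples only. A bias by genomic region, such as base composition, would be shared by neighbours in the GRCg7b gene order. The contrast correlated at 0.045 over 10330 neighbouring pairs, above the largest of 1000 shuffles (0.034). Sox8OE replicate 1 against Control gave 0.037, and Control replicate 2 against the other Control samples gave 0.15, so a small regional part may be present without being particular to this contrast. For this test 92.3% of the named genes had a place, and genes without a name were left out. A background of reads may also contribute. At equal total counts, 7159 genes were at or under 3 counts in Control replicates 1 and 3 and Sox8OE replicate 1. Of these, 13.1% and 14.5% rose above 3 counts in Sox8OE replicates 2 and 3, against 5.13% in Control replicate 2. Relative to their totals, the size factors of Sox8OE replicates 2 and 3 were higher than those of the other samples, which also favours a rise above the floor. Most of these genes stayed at the floor, and since both samples belong to the Sox8OE group, background and a response of silent genes cannot be told apart. A biological difference, such as embryos sorted at different times within the 16 to 24 hours of culture or other target cells, was not tested, because the labels do not give the time or region for each sample.

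Several of the genes with the smallest p, such as BCAS1 and PMP2, are known from glial cells, in which the related SoxE factor SOX10 acts. A hypothesis was that glial and pigment cell genes rise as a set. A list of 40 such genes was written, 10 of which had been seen among the results. Over the 16 tested genes of the 30 not seen before, 8 were higher and 8 lower, the median log2 fold change was 0.024, and the camera p was 0.988. The 10 genes seen before had a median of 1.47, with 8 higher and 2 lower, which carries no weight because they had drawn attention. None of the 16 genes was called in either direction, and these genes showed no rise as a set. Whether only some glial genes rise stays undecided. Of the 16, 1 is also in the otic or neural crest lists, and 10 of the 16 had at least 100 normalised counts in Control.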
